# A cellular surveillance and defense system that delays aging phenotypes in *C. elegans*

**DOI:** 10.18632/aging.103134

**Published:** 2020-04-29

**Authors:** Jeong-Hoon Hahm, ChoLong Jeong, Wonhee Lee, Hee Jung Koo, Sunhee Kim, Daehee Hwang, Hong Gil Nam

**Keywords:** *C. elegans*, ZIP-2, aging, compensation, mitochondria

## Abstract

Physiological stresses, such as pathogen infection, are detected by “cellular Surveillance Activated Detoxification and Defenses” (cSADD) systems that trigger host defense responses. Aging is associated with physiological stress, including impaired mitochondrial function. Here, we investigated whether an endogenous cSADD pathway is activated during aging in *C. elegans*. We provide evidence that the transcription factor ZIP-2, a well-known immune response effector in *C. elegans*, is activated in response to age-associated mitochondrial dysfunction. ZIP-2 mitigates multiple aging phenotypes, including mitochondrial disintegration and reduced motility of the pharynx and intestine. Importantly, our data suggest that ZIP-2 is activated during aging independently of bacterial infection and of the transcription factors ATFS-1 and CEBP-2. Thus, ZIP-2 is a key component of an endogenous pathway that delays aging phenotypes in *C. elegans*. Our data suggest that aging coopted a compensatory strategy for regulation of aging process as a guarded process rather than a simple passive deterioration process.

## INTRODUCTION

The “cellular surveillance activated detoxification and defense” (cSADD) system in *C. elegans* maintains cellular homeostasis during physiological stress, such as pathogen infection or toxic drug treatment [1]. In cSADD, the stress-induced disruption of essential cellular activities in turn activates various protective, compensatory pathways to restore cellular homeostasis. These compensatory pathways include mitochondrial repair, drug detoxification, and immune responses. The mitochondrial unfolded protein response, which maintains mitochondrial homeostasis under stress [2], is a component of cSADD [1].

Aging, like pathogen infection, is associated with physiological stress, including the accumulation of mitochondrial damage that manifests as morphological disruption, mitochondrial DNA (mtDNA) mutation and functional decline [3–7]. Age-associated mitochondrial dysfunction is widely conserved from yeast to humans [8], and causes various age-related symptoms and diseases [9]. For instance, reduced brain function in aging is closely associated with mitochondrial dysfunction; brain mitochondria in aged animals show increased fragility, decreased rates of electron transfer, and decreased membrane potential [10]. In addition, aging is associated with decreased skeletal muscle mass and strength, decreased physical activity [11] and reduced mitochondrial density [12, 13]. Thus, mitochondrial damage is a hallmark of aging.

The nematode *C. elegans* has revealed key aging mechanisms, many of which are conserved in higher organisms [14–16]. Like humans, *C. elegans* display an age-associated loss of mitochondrial content and function [17–19]. Age-associated loss of mitochondrial integrity in the body wall muscle in *C. elegans* correlates with a decline in physical ability during aging, as assessed by measuring their maximum velocity [18].

Here, we hypothesized that aging deploys an endogenous cSADD-related pathway to maintain cellular homeostasis and prevent decline. To test this hypothesis, we screened for genes whose expression correlates with aging in *C. elegans*, and examined their capacity to protect worms from age-associated defects. We discovered that the immune response effector ZIP-2 in *C. elegans* [20] is activated during aging, and helps to maintain mitochondrial homeostasis and physical activity in aged worms. The role of ZIP-2 during aging is independent from its canonical role as an immune response effector. The age-associated cSADD-related pathway that we report will potentially inform strategies to maintain cellular homeostasis and health during aging.

## RESULTS

### Screen to uncover a cellular surveillance and defense gene that mitigates aging

To identify genes that mitigate the consequences of aging, we screened for candidates that satisfy the following criteria: their expression correlates with the degree of aging, their expression is induced in an age-dependent manner, and their disruption exacerbates aging in *C. elegans*.

To uncover candidate genes whose expression correlates with the degree of aging, we utilized our maximum velocity (MV) assay to discern physiological age. Briefly, an aging, isogenic population of *C. elegans* exhibits a heterogeneous decline in physical ability that correlates with reduced longevity [18]. To divide *C. elegans* of the same chronological age into groups of low and high physical ability, we fed worms *ad libitum* (AL), moved them to a physical assay plate with no food on day 7-8 of adulthood, and measured their MV. We defined low physical ability worms as those with an MV of less than 0.22 mm/sec, which corresponds to the minimum MV at day 1 of adulthood [18] (Supplementary Figure 1A). To uncover differentially expressed genes (DEGs) between low and high physical ability worms, we performed microarray analysis. 

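Gene expression was measured on 4 single-colour Agilent C. elegans arrays, 2 hybridized with RNA from low MV worms and 2 with RNA from high MV worms of the same wild-type strain, collected on day 7 to 8 of adulthood and divided at an MV of 0.22 mm/sec. Each array holds 45220 spots, of which 43803 are not controls. In the 2 high MV samples 84.58% and 87.03% of these spots were well above background, and in the 2 low MV samples 87.71% and 86.16%, with no saturated spot on any array. The authors scanned the arrays and extracted an intensity per spot with the scanner software, which subtracts the local background. They also deposited a table of log2 intensities, which equals the quantile-normalized log2 of the median spot brightness, without background subtraction and with control spots included, to within 5e-09 at every spot. For the values below, the log2 of the background-subtracted intensities of the non-control spots was quantile normalized between the 4 arrays. A probe was kept where it exceeded the point at which 2 fitted Gaussian densities meet, as in the methods of the paper, in both arrays of at least 1 group, a rule added here. Each gene was read from its brightest kept probe, and the groups were compared with limma, which shares the estimate of spread across genes. Genes past a Benjamini-Hochberg adjusted p of 0.05 and an absolute log2 fold change of 0.58 were counted as DEGs. A permutation test of 2 arrays against 2 cannot give a two-sided p under 0.333, so each p below rests on the spread shared across genes, and the number of arrays limits the precision. Both low MV arrays lay on 1 slide and both high MV arrays on another, and each slide had a scan of its own. Slide, scan and physical ability therefore coincide in these data, and no fit with the slide as a term is possible. In tests added after the results, 8 spike-in probes, each averaged over 32 spots, were compared between groups. Before scaling their differences had a standard deviation of 0.143, against 0.869 for genes. Of 3350 other probes of 1327 DEGs, 97.3% moved the same way, and the other DEGs had no second present probe. These values argue against a slide or scan difference by brightness before scaling as the main source of the DEGs. For the 1327 genes they also argue against a difference from probe to probe. After quantile normalization, on which the DEGs rest, the spike-in probes differed by -0.32 to 0.67. Shifts of that size from the scaling are therefore not excluded. Separate handling of the groups before hybridization cannot be told apart from physical ability.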

The microarray chip contained 20,115 genes, representing most of the coding genes of *C. elegans*. 

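The 43803 non-control spots carry 43603 distinct probes. The files name most probes by a sequence name or a transcript accession. These names were matched to gene symbols through the RefSeq gene table of the WBcel235 assembly, used for names only because the array design was annotated on an older assembly. Of 28477 distinct names, 22719 matched a gene in that table, 637 were kept as the sequence name in the files, and 5121 named no gene and were left out of the gene tests. The probes cover 20483 genes on this count, 18332 of them protein-coding in the RefSeq table, which lists 19983 protein-coding genes. After 62 probes with an outlier flag were dropped, 14473 genes had 1 probe and 5992 had several. A present probe was found for 12886 genes.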

We found that 10.8% of genes were differentially expressed (p < 0.05 and 1.5-fold) between low and high physical ability worms (Supplementary Table 1), including 1075 up-regulated and 1091 down-regulated genes in the low physical ability group compared to in the high physical ability group.

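Of the 12886 genes tested, 2808 were up-regulated and 2194 down-regulated in low MV worms relative to high MV worms, together 38.8% of the genes tested and 24.4% of the genes on the array. The standard deviation between arrays of 1 group had a median of 0.105 (log2) over genes in the high MV group and 0.0659 in the low MV group, whereas the log2 fold changes had a standard deviation of 0.832. In 10754 genes, or 83.5%, both low MV arrays lay on the same side of both high MV arrays, against the 33.3% that chance gives with 2 arrays per group. With each array left out in turn, between 2742 and 2887 genes were up-regulated and between 2057 and 2358 down-regulated. The methods' t-test gave 2264 up-regulated and 1910 down-regulated genes at an unadjusted p under 0.05 and 1.5-fold, and 803 and 765 after Benjamini-Hochberg adjustment. A test rebuilt from the description in the methods combines the t statistic and the log2 median ratio. It gave 2263 and 1908 at its own p under 0.05, and 58 and 108 after adjustment. The null of that test pools relabelled samples, and with 2 arrays per group the real grouping makes up a large share of it. Strong differences therefore enter their own null and raise the adjusted p by construction. The drop to 58 and 108 is thus no evidence that few genes differ. The split between the directions depended on the scaling. When the arrays were scaled to 8 spike-in probes, an alternative chosen after seeing the data, 1008 genes were up-regulated and 2754 down-regulated, and the median log2 fold change of all genes moved from 0.01 to -0.35.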

Enrichment analyses by Gene Ontology of Biological Processes (GOBP) and Cellular Compartments (GOCC) [21] revealed that genes involved in various regulatory processes, including transcriptional regulation (chromatin assembly, regulation of RNA metabolic process and regulation of transcription), and neuronal signaling (neurogenesis, axon guidance, and regulation of neurotransmitter levels) were up-regulated in low physical ability worms compared to high physical ability worms (Supplementary Figure 1B). In contrast, genes involved in fundamental mitochondrial functions (50 of 55 DEGs), such as electron transport chain (ETC) (*asb-1*, *atad-3*, *sdha-1*, *T20H4.5*, *ZK1128.1*), tricarboxylic acid (TCA) cycle (*sucg-1*, *idhg-2*), beta-oxidation (*acdh-1*, *acdh-13*), antioxidant defense (*sod-3*), protein quality control (*clpp-1*, *bcs-1*), and translation (*mrpl-15*, *mrpl-19*, *mrpl-20*, *mrpl-24*, *mrpl-28*, *mrps-9*, *mrps-14*, *mrps-18A*, *mrps-18C*) were down-regulated in low physical ability worms (Supplementary Figure 1C, 1D and Supplementary Table 2). These findings support our previous observations that low physical ability correlates with reduced mitochondrial function and integrity [18].

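Gene Ontology terms were not used here, and lists of genes fixed by gene class or symbol before the data were examined stand beside them. Each list was compared with all other tested genes by camera, with a preset correlation between genes of 0.01 and Benjamini-Hochberg adjustment over 21 lists. For chromatin, 44 of 46 histone genes had higher signal in low MV worms, with a median log2 fold change of 0.62 (camera, adjusted p = 1.46e-06), and 25 of them were DEGs in that direction against 1 in the other. Histone genes occur in near-identical copies, so their probes are not independent. For transcription, 195 of 274 genes from transcription factor families were higher, with a median of 0.34 (adjusted p = 0.000153), of which 95 were up-regulated DEGs and 17 down-regulated DEGs. For axon guidance and outgrowth, 34 of 40 genes were higher, with a median of 0.86 (adjusted p = 2.25e-06) and 25 up-regulated DEGs against 1. For neurotransmitter synthesis, transport and release, 17 of 26 genes were higher, with a median of 0.21 (adjusted p = 0.204), so this list did not differ from the other genes by camera. Under spike-in scaling its median was -0.01, while those of histone, transcription factor and axon guidance genes fell to 0.09, 0.13 and 0.55. Under fry, a test of each list by itself, all 4 lists passed an adjusted p of 0.05, the highest being 0.0328. With the correlation estimated from the 4 arrays, the adjusted p of each was 0.592.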

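All 21 of the mitochondrial genes named here had a present probe. By the brightest probe of each, 20 had lower signal in low MV worms and 12 passed both the adjusted p and the 1.5-fold threshold, the same number when adjusted over the list alone. The study picked these genes from the same arrays, so the count is no independent evidence. The largest falls were those of idhg-2 (C30F12.7), with a log2 fold change of -1.75 (limma, SE 0.12, adjusted p = 0.000796), and acdh-1 (C55B7.4), with -1.73 (SE 0.15, adjusted p = 0.0011). The rank of idhg-2 depended on the background correction. Normexp on the median spot brightness was run with an offset of 50, which shrinks changes of dim spots by construction. Under it idhg-2 was at -0.82, against -1.04 for sucg-1, while acdh-1 was at -2.13. The signal of sod-3 (C08A9.1) was 9.73 ± 0.10 (log2, SD, n = 2) in high MV worms and 8.51 ± 0.05 in low MV worms. Among the translation genes, mrpl-24, mrpl-19, mrps-18A, mrpl-20 and mrpl-15 passed the threshold, with log2 fold changes of -1.19, -0.92, -0.87, -0.79 and -0.63. So did sucg-1 at -0.98, atad-3 at -0.92, T20H4.5 at -0.73 and bcs-1 at -0.65. By the same probe rule, the falls of mrpl-28, mrps-9, acdh-13 and asb-1 passed the adjusted p but were smaller than 1.5-fold, at -0.56, -0.53, -0.52 and -0.50. The remaining 5 genes did not pass the adjusted p by their brightest probe. Their log2 fold changes were -0.26 for mrps-14, -0.11 for ZK1128.1, -0.06 for clpp-1, -0.04 for mrps-18C and 0.29 for sdha-1. Of the 21 genes, 10 have several present probes. At least 1 probe passed both thresholds in the direction of lower expression for 18 genes, among them 6 that did not pass by the brightest probe. The 4 probes of sdha-1 ranged from -1.06 to 0.29 and the 6 probes of mrps-18C from -0.81 to -0.04. Scaling to the 75th percentile in place of quantile normalization raised the count from 12 to 16 genes, and a threshold of 2-fold lowered it to 4.

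**Figure D1:**
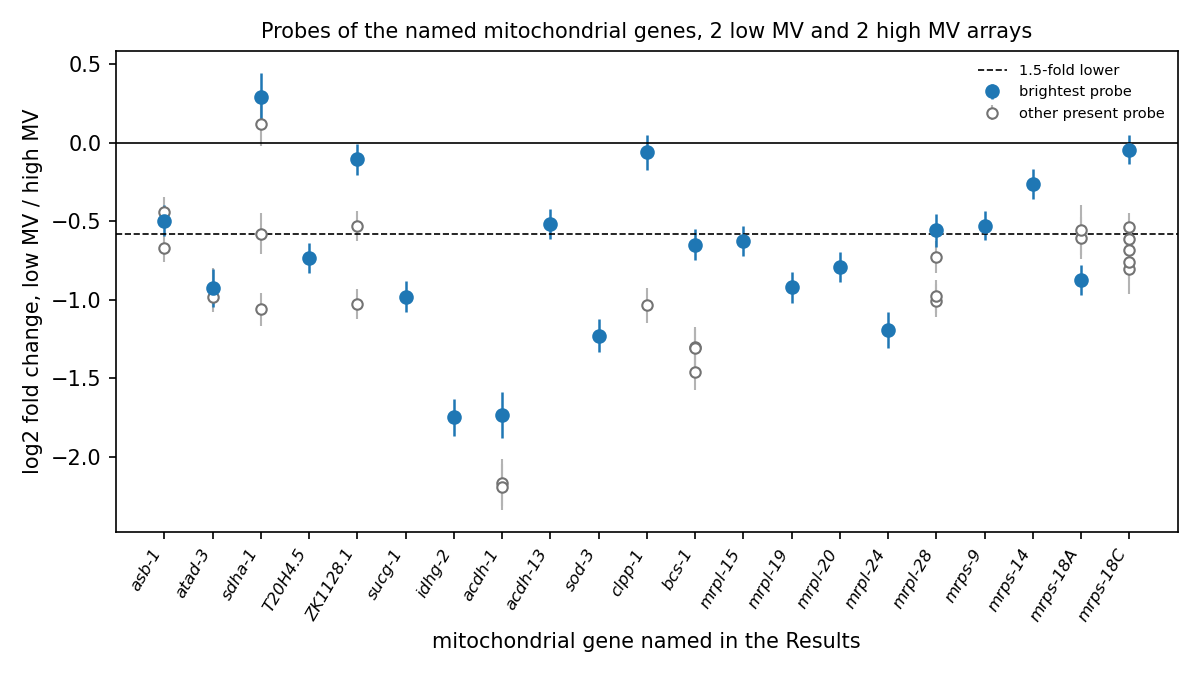
Log2 fold change of low MV over high MV worms (vertical axis) for each present probe of the 21 named mitochondrial genes (horizontal axis), from 2 arrays per group. Filled points are the brightest probe of each gene, open points its other probes, bars the standard error from limma, and the dashed line marks a 1.5-fold fall. The brightest probes of sdha-1, ZK1128.1, clpp-1 and mrps-18C lie near or above 0 while another probe of each lies below the dashed line.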

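Wider lists of mitochondrial genes were compared in the same way. Of 70 genes for mitochondrial ribosomal proteins, 62 had lower signal in low MV worms, with a median log2 fold change of -0.44 (camera, adjusted p = 6.5e-07), and 22 were down-regulated DEGs with none up-regulated. This median was below 0 under each alternative that was run, and fry gave an adjusted p of 0.0171, whereas camera with the estimated correlation gave 0.592. Of 38 genes for beta-oxidation of fatty acids, 22 were lower, with a median of -0.20 (camera, adjusted p = 0.156). This list passed by fry (adjusted p = 0.00656) and under scaling to the 75th percentile (median -0.22, camera, adjusted p = 0.021). It did not pass by camera with the estimated correlation (adjusted p = 0.592). Of 58 genes for the electron transport chain and ATP synthase, 28 were lower and 30 higher, with a median of 0.04 (camera, adjusted p = 0.908), and 2 were DEGs in each direction. The median of that list was -0.11 when the arrays were scaled to the 75th percentile (camera, adjusted p = 0.0474) and -0.49 under spike-in scaling. It was also below 0 with the mean of the probes of each gene, at -0.03, and on the deposited log2 table, at -0.01. Of 20 genes of the TCA cycle, 12 were higher, with a median of 0.24 and a mean of 0.05 (camera, adjusted p = 0.462). Its median ranged from 0.10 to 0.35 with each array left out in turn, and was -0.03 under scaling to the 75th percentile and -0.40 under spike-in scaling. From the lower expression of mitochondrial genes in low physical ability worms, the paper reasons that these findings lend support to its earlier observations of reduced mitochondrial function and integrity in such worms.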

The genes that were up-regulated in low physical ability worms satisfy our first criterion, as their expression correlates with the degree of physiological aging. 

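The 5 genes with the largest rise among DEGs whose probe was well above background on all 4 arrays were C02E7.6, C27H5.6, Y60C6A.1, col-74 and cut-2. The log2 signal of C02E7.6 was 5.76 ± 0.71 (SD, n = 2) in high MV worms and 10.79 ± 0.99 in low MV worms, a log2 fold change of 5.03 (limma, SE 0.54, adjusted p = 0.00176). For C27H5.6 the arrays of 1 group lay closer together, at 7.41 ± 0.19 and 12.29 ± 0.22, and the log2 fold change was 4.88 (SE 0.16, adjusted p = 0.000461). The rises of Y60C6A.1, col-74 and cut-2 were 4.04, 3.93 and 3.79 on the log2 scale. The size of these rises depended on the background correction. The normexp alternative on the median spot brightness shrinks changes of dim spots through its offset of 50. Under it, C02E7.6 rose by 2.36, C27H5.6 by 3.30 and col-74 by 1.11 on the log2 scale. The 5 largest falls by the same rule were those of F01D5.3, F01D5.2, col-101, F55G11.2 and lys-2. Their log2 fold changes were -5.18, -4.96, -4.76, -4.72 and -4.70, and under normexp they were -2.41, -1.62, -3.43, -1.62 and -3.997. In low MV worms the mean signals of F01D5.3, F01D5.2 and F55G11.2 were 5.40, 4.98 and 4.59. In high MV worms those of col-74, cut-2 and C02E7.6 were 4.82, 5.43 and 5.76. All lie below the present cutoffs of 6.65 to 6.67, so the size and rank of these changes rest on dim signal. The other genes named here lay above the cutoffs in both groups by their means. F01D5.2 and F01D5.3 are neighbours by sequence name, and whether their probes read each other was not tested.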

To identify genes that show a chronological age-dependent increase in expression, we analyzed previously reported gene expression data obtained from aging, wild-type worms [22]. We identified 1454 genes that were up-regulated during aging, and 939 genes that were down-regulated [23]. Of these, 397 and 273 genes were similarly up- or down-regulated in both the low physical ability and chronologically aged worms relative to their controls (Supplementary Figure 2A, 2B). Few genes showed discordant changes when comparing low physical ability and aged worms (Supplementary Figure 2C, 2D). Thus, low physical ability worms and chronologically aged worms display similar changes in gene expression compared to their respective controls, suggesting that lower physical ability represents a physiologically aged condition in *C. elegans* [18].

### ZIP-2, a bZIP transcription factor, delays age-associated mitochondrial dysfunction

We further investigated these candidate genes to uncover those that functionally support mitochondrial homeostasis during aging. During aging, mitochondria in the body wall muscle *C. elegans* lose their tubular morphology and gradually undergo fragmentation [18, 19]. Therefore, we examined whether any of the genes that were up-regulated in both low physical ability and aged worms were required to mitigate this age-associated mitochondrial disintegration (Supplementary Figure 3). We focused on potential master regulators, in particular 21 transcription factors (TFs) (Supplementary Table 3) with a commercially available RNAi bacterial stock.

Of the 21 genes, we found that RNAi-mediated depletion of ZIP-2 caused a distinctive and prominent defect in mitochondrial integrity during aging. Loss of ZIP-2 increased the proportion of aged worms with fragmented mitochondria from 5% (L4440 control RNAi) to 59% (*zip-2* RNAi) (Supplementary Figure 4A). Aged mitochondria are less efficient in ATP production [17], and we found that z*ip-2* RNAi worms showed a 30% decrease in cellular ATP levels compared to control worms at day 8 of adulthood (Supplementary Figure 4B). We also analyzed the mitochondrial morphology of loss-of-function allele, *zip-2(ok3730)* mutant worms. At day 1 of adulthood, mitochondrial morphology was mostly intact in both wild-type and *zip-2(ok3730)* mutant worms (Figure 1A). However, by day 8 of adulthood, 93.3% of *zip-2(ok3730)* mutant worms had fragmented mitochondria, compared to only 28.8% of wild-type worms (Figure 1B). Thus, ZIP-2 protects mitochondrial integrity and contributes to mitochondrial function in aged worms. Overall, ZIP-2 fulfills all three criteria for an endogenous cellular surveillance and defense gene against aging.

**Figure 1:**
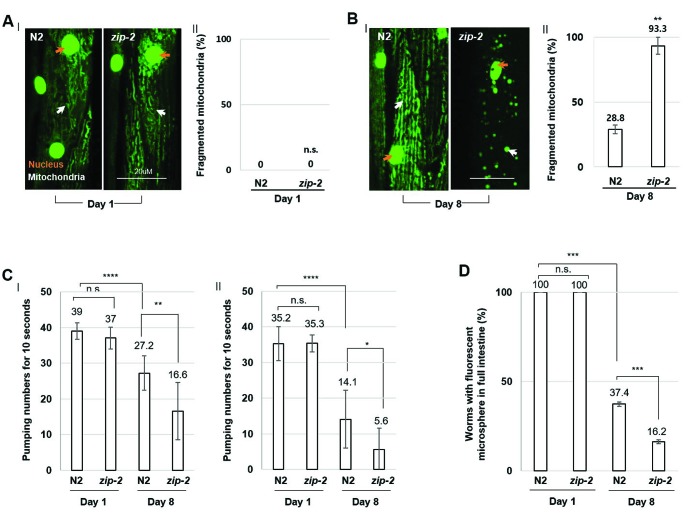
**ZIP-2 mutation accelerates *C. elegans* aging.** (**A**) (I) Representative images of mitochondrial morphologies in body wall muscle at day 1 of adulthood in wild-type (N2) (n=30) or *zip-2(ok3730)* mutant worms (n=30). The orange and white arrows indicate the nucleus and mitochondria of muscle cells, respectively. Scale bar: 20 μm. (II) Qualitative analysis of mitochondrial morphology observed at day 1 of adulthood in wild-type or *zip-2(ok3730)* mutant worms. Bars represent the proportion of worms with fragmented mitochondria. The n value represents total number of tested worms by three independent experiments. (**B**) (I) Representative images of mitochondrial morphologies in body wall muscle at day 8 of adulthood in wild-type (n=40) or *zip-2(ok3730)* mutant worms (n=35). (II) Qualitative analysis of mitochondrial morphology observed at day 8 of adulthood in wild-type or *zip-2(ok3730)* mutant worms. Bars represent the proportion of worms with fragmented mitochondria. The n value represents total number of tested worms by three independent experiments. (**C**) Pharyngeal pumping rate of 1-day wild-type (n=23), 1-day *zip-2(ok3730)* mutant worms (n=23), 8-day wild-type (n=18), and 8-day *zip-2(ok3730)* mutant worms (n=18). The n value represents total number of tested worms by two independent experiments. Error bars represent *standard deviation (S.D.).* (**D**) The proportion of worms with fluorescent microspheres in full intestine in 1-day wild-type (n=35), 1-day *zip-2(ok3730)* mutant worms (n=35), 8-day wild-type (n=54), and 8-day *zip-2(ok3730)* mutant worms (n=48). The n value represents total number of tested worms by three independent experiments. Shapiro-Wilk normality test was used to assess normal distribution of the samples. Significance was determined using a two-tailed, unpaired *t*-test. n.s.= not significant, ** P < 0.01, *** P < 0.001, **** P < 0.0001.

### *zip-2* mutant worms show severe aged phenotypes

In *C. elegans*, ZIP-2 is expressed and functions in the pharynx and intestine [20, 24]. To further investigate the role of ZIP-2 in protecting *C. elegans* against aging, we monitored the age-associated decline of muscle function in pharynx or intestine by measuring the pharyngeal pumping rate or intestinal motility, respectively. Briefly, we analyzed intestinal peristalsis by feeding worms indigestible fluorescent microspheres along with heat-killed bacteria for 1 hr and measuring the accumulation of fluorescence along the intestine. As controls, we examined mutant worms with defective mitochondria, the mitochondrial electron transport chain (ETC) mutants *gas-1(fc21)* (ETC complex I) and *mev-1(kn-1)* (ETC complex II)*.* As expected, these mutants displayed a diminished pharyngeal pumping rate and lower accumulation of fluorescence along the intestine at the young adult stage (Supplementary Figure 5). Next, we examined the pharyngeal pumping rate and intestinal motility in the wild-type and *zip-2(ok3730)* mutant strain during aging. Wild-type and *zip-2(ok3730)* mutant worms had similar muscle function at day 1 of adulthood, but *zip-2(ok3730)* mutant worms had a significantly reduced pharyngeal pumping rate and intestinal motility compared to wild-type strains by day 8 of adulthood (Figure 1C, 1D). Thus, the loss of ZIP-2 accelerates the age-associated decline in muscle functions, further implying that ZIP-2 protects *C. elegans* against aging.

### ZIP-2 activity increases during aging

To verify that a ZIP-2 pathway is induced during aging, we examined the expression of its target genes. Indeed, the expression of the ZIP-2 targets *irg-1* (Figure 2A) and *irg-2* (Figure 2B) increased 24.0-fold and 15.5-fold, respectively, from day 1 to day 8 of adulthood, and this was accompanied by a 8.2-fold increase in *zip-2* expression (Figure 2C). In contrast, *zip-2(ok3730)* mutant worms showed only a 7.3-fold increase of *irg-1* and 1.4-fold of *irg-2* from day 1 to day 8 (Figure 2A, 2B), indicating that the age-dependent increases in *irg-1* and *irg-2* expression were largely dependent on ZIP-2. We also observed increased expression of *zip-2*p::GFP and *irg-1*p::GFP transgenic reporters with aging (Figure 2C, 2D), and the promoter activity of *irg-1* was reduced in aged *zip-2* RNAi worms compared to controls (Figure 2D). These data imply that ZIP-2 is activated during aging.

**Figure 2:**
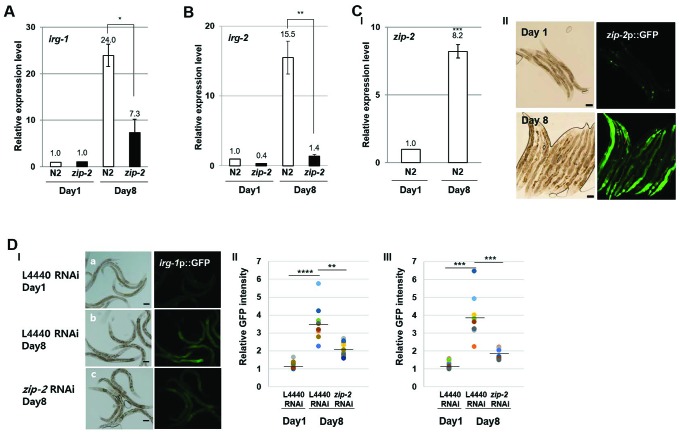
**ZIP-2 activity increases in aging.** (**A**) Relative expression levels of *irg-1* in wild-type (N2) and *zip-2(ok3730)* mutant worms at day 1 and day 8 of adulthood. (**B**) Relative expression levels of *irg-2* in wild-type and *zip-2(ok3730)* mutant worms at day 1 and day 8 of adulthood. (**C**) (I) Relative expression level of *zip-2* in wild-type at day 1 and day 8 of adulthood. (II) Representative images of *zip-2*p::GFP expression pattern at day 1 or day 8 of adulthood in wild-type strains. Scale bar: 100 μm. All relative expression levels were assessed by qRT-PCR, normalized to *act-3*. Error bars represent *SEM* by three independent experiments*.* (**D**) (I) *irg-1*p::GFP expression pattern at day 1 of adulthood in L4440 RNAi worms (a). *irg-1*p::GFP expression pattern at day 8 of adulthood in L4440 RNAi worms (b) or *zip-2* RNAi worms (c). Scale bar: 100 μm. (II and III) Relative GFP intensity in intestine. GFP intensity of individual worms was normalized to the minimum GFP intensity value among all GFP intensity values. Shown are the relative *irg-1*p*::*GFP intensities in L4440 RNAi worms (n=19) at day 1 of adulthood, in L4440 RNAi (n=19) and *zip-2* RNAi (n=20) worms at day 8 of adulthood. The n value represents total number of tested worms by two independent experiments. Shapiro-Wilk normality test was used to assess normal distribution of the samples. Significance was determined using a two-tailed, unpaired *t*-test. * P < 0.05, ** P < 0.01, *** P < 0.001, **** P < 0.0001.

### ZIP-2 activity increases in response to age-associated mitochondrial dysfunction

ZIP-2 has been reported to be involved in mitochondrial homeostasis and activated by mitochondrial dysfunction [24–26]. Consistent with these reports, we found that the expression of *zip-2* and of the ZIP-2 target gene *irg-1* were elevated in *gas-1(fc21)* and *mev-1(kn-1)* mutant strains compared to wild-type (Figure 3A, 3B). Further, we confirmed that treating worms with ETC inhibitors led to increased expression of the *irg-1*p::GFP reporter (Figure 3C). In contrast, treating *zip-2(ok3730)* mutant strains with ETC inhibitors did not affect the expression of *irg-1*p::GFP (Figure 3C). Importantly, we found that the expression of both *irg-1* and *irg-2* were higher in low MV worms compared to high MV worms of the same chronological age (Figure 3D, 3E). Moreover, mitochondrial damage and the activity of the *irg-1*p::GFP reporter were elevated in wild-type strains compared to long-lived *daf-2(e1370)* mutant strains at day 11 (Figure 3F, 3G) [27, 28].These data support the idea that the age-associated mitochondrial dysfunction is sufficient to induce ZIP-2 activity.

**Figure 3:**
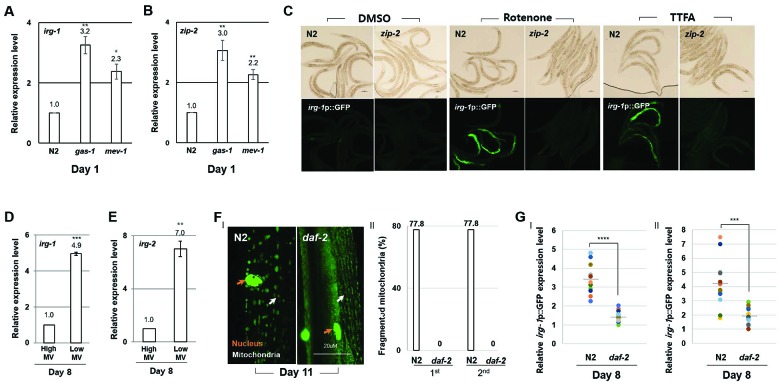
**ZIP-2 activity increases in response to mitochondrial dysfunction.** (**A**, **B**) Relative expression levels of *irg-1* (**A**) and *zip-2* (**B**) in wild-type (N2), *gas-1(fc21)* mutant, and *mev-1(kn-1)* mutant worms at day 1 of adulthood. (**C**) Representative images of *irg-1*p::GFP expression in DMSO, Rotenone (ETC complex I inhibitor) or TTFA (ETC complex II inhibitor) assay plates at day 1 of adulthood in wild-type or *zip-2(ok3730)* mutant worms. (**D**, **E**) Relative expression levels of *irg-1* (**D**) and *irg-2* (**E**) at day 8 of adulthood in worms with high MV or low MV. (**F**) (I) Representative images of mitochondrial morphologies in body wall muscle at day 11 of adulthood in wild-type strains (n=18) or *daf-2(e1370)* mutant strains (n=19). The orange and white arrows indicate the nucleus and mitochondria of muscle cells, respectively. Scale bar: 20 μm. (II) Qualitative analysis of mitochondrial morphology observed at day 11 of adulthood. Bars represent the proportion of worms with fragmented mitochondria. The n value represents total number of tested worms by two independent experiments. (**G**) Relative expression level of *irg-1*p::GFP in wild-type and *daf-2(e1370)* mutant worms at day 8 of adulthood. GFP intensity of individual worms was normalized to the minimum GFP intensity value among all GFP intensity values. Two independent experimental data. All relative expression levels were assessed by qRT-PCR, normalized to *act-3*. Error bars represent *SEM* by three independent experiments*.* Shapiro-Wilk normality test was used to assess normal distribution of the samples. Significance was determined using a two-tailed, unpaired *t*-test. * P < 0.05, ** P < 0.01, *** P < 0.001, **** P < 0.0001.

### Aging and pathogen infection activate ZIP-2 through distinct mechanisms

ZIP-2 is well-known innate immune signal in *C. elegans* that is activated by pathogen infection [20]. To determine if ZIP-2 activity increases during aging due to a potential OP50 infection, we examined aged worms fed heat-killed, rather than live, OP50. Wild-type strains fed dead OP50 for 7 days still displayed increased *irg-1* promoter activity relative to *zip-2(ok3730)* mutant strains (Figure 4A). In addition, aged worms fed dead bacteria still displayed an increased proportion of worms with fragmented mitochondria upon loss of *zip-2* (Figure 4B). Overall, these data suggest that the protective role of ZIP-2 during aging does not reflect a putative OP50 infection.

**Figure 4:**
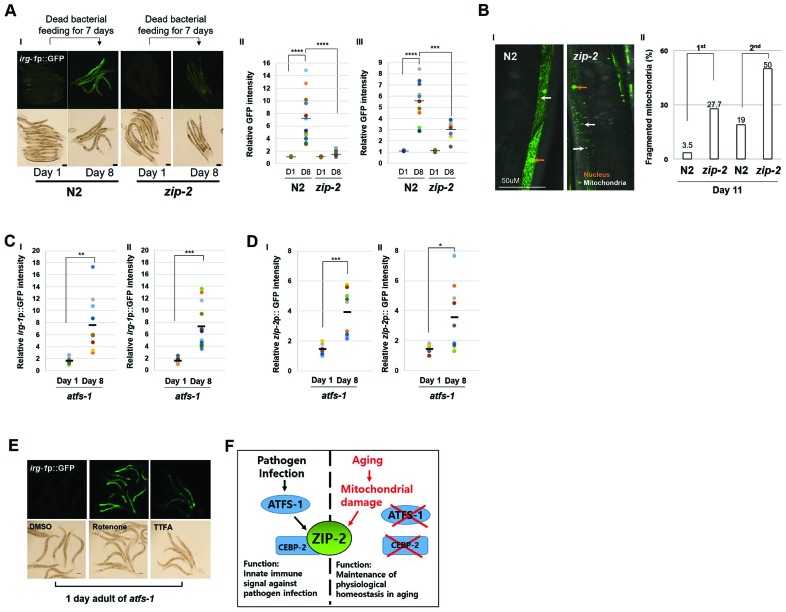
**Aging and Pathogen Infection activate ZIP-2 through a distinct mechanism.** (**A**) (I) *irg-1*p::GFP expression patterns of wild-type (N2) and *zip-2(ok3730)* mutant worms at day 1 or day 8 of adulthood. Each strain was transferred to dead bacterial plates at day 1 of adulthood. Scale bar: 100 μm. (II and III) Relative GFP intensity in intestine. D1 and D8 represent day 1 and day 8, respectively. GFP intensity of individual worms was normalized to the minimum GFP intensity value among all GFP intensity values. Two independent experimental data. (**B**) (I) Representative images of mitochondrial morphologies in body wall muscle at day 11 of adulthood in wild-type (n=49) and *zip-2(ok3730)* mutant worms (n=36). Scale bar: 50 μm. (II) Qualitative analysis of mitochondrial morphology observed at day 11 of adulthood in wild-type and *zip-2(ok3730)* mutant worms. Bars represent the proportion of worms with fragmented mitochondrial form. The n value represents total number of tested worms by two independent experiments. (**C**, **D**) Relative *irg-1*p::GFP (**C**) or *zip-2*p::GFP (**D**) intensity in *atfs-1(gk3094)* mutant worms at day 1 or day 8 of adulthood. Two independent experimental data. (**E**) *irg-1*p::GFP expression pattern at day 1 of adulthood of *atfs-1(gk3094)* in DMSO or Rotenone or TTFA assay plates. Scale bar: 100 μm. (**F**) A schematic diagram of ZIP-2 activation in aging or by pathogen infection and its biological functions in *C. elegans*. Shapiro-Wilk normality test was used to assess normal distribution of the samples. Significance was determined using a two-tailed, unpaired *t*-test. ** P < 0.01, *** P < 0.001, **** P < 0.0001.

CEBP-2, the *C. elegans* ortholog of human CEBPG (CCAAT enhancer binding protein gamma) (https://wormbase.org//#012-34-5), acts together with ZIP-2 to promote survival upon *P. aeruginosa* infection [26]. To test whether CEBP-2 also participates in protecting *C. elegans* against aging, we compared the mitochondrial morphology of worms fed L4440 RNAi or *cebp-2* RNAi. At day 8 of adulthood, we observed fragmented mitochondria in 33.3% of L4440 RNAi bacteria fed worms and in 22.9% of *cebp-2* RNAi bacteria fed worms (Supplementary Figure 6). Thus, CEBP-2 is not involved in mitochondrial protection during aging and ZIP-2 may not act with CEBP-2 to protect *C. elegans* against aging phenotypes.

Further, mitochondrial stress lead to nuclear localization of the transcription factor ATFS-1, which activates the mitochondrial unfolded protein response [29]. Pathogen infection is also known to trigger mitochondrial stress, re-localization of ATFS-1 and activation of ZIP-2 [25]. ZIP-2 activation by pathogen infection was partially dependent on ATFS-1, therefore we investigated whether ATFS-1 is required to activate ZIP-2 during aging. We found that *irg-1* and *zip-2* expression levels were still significantly increased during aging in *atfs-1*(*gk3094*) mutant strains (Figure 4C, 4D). Moreover, *atfs-1*(*gk3094*) mutants treated with the mitochondrial ETC inhibitors rotenone or thenoyltrifluoroacetone (TTFA) still displayed increased expression of the *irg-1*p::GFP reporter (Figure 4E). These data imply that mitochondrial damage and aging can induce ZIP-2 independently of ATFS-1. We infer that aging and pathogen infection activate ZIP-2 through distinct mechanisms (Figure 4F).

## DISCUSSION

Our work shows that *C. elegans* deploys a cellular surveillance and defense signal against aging: ZIP-2 surveils aging with mitochondrial dysfunction and mitigates age-associated physiological dysfunction. The presence of a cellular protective system during aging implies that, at least in *C. elegans*, aging is a guarded process rather than a passive deterioration process. 

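On the arrays of low MV and high MV worms, the log2 signal of zip-2 (K02F3.4) was 13.44 ± 0.14 (SD, n = 2) in high MV worms and 15.26 ± 0.10 in low MV worms, a log2 fold change of 1.82 (limma, SE 0.12, adjusted p = 0.000744). That of irg-1 (C07G3.2) was 7.69 ± 0.05 and 9.38 ± 0.14, a log2 fold change of 1.69 (limma, SE 0.11, adjusted p = 0.000773), and its 6 present probes ranged from 1.40 to 1.69. For irg-2 (C49G7.5) the signal was 10.81 ± 0.40 and 12.74 ± 0.23, a log2 fold change of 1.93 (limma, SE 0.22, adjusted p = 0.00197). In each of the 3 genes both low MV arrays lay above both high MV arrays. With each array left out in turn, the log2 fold change stayed between 1.72 and 1.91 for zip-2, 1.59 and 1.79 for irg-1, and 1.65 and 2.20 for irg-2. All 3 genes were past the adjusted p and the 1.5-fold threshold under each planned change of scaling, background correction, filter or probe rule, the lowest log2 fold change being 0.82 for irg-1 under normexp. Under spike-in scaling the log2 fold changes were 1.21, 1.54 and 1.44.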

Note that, at the same chronological age, low MV worms had more severe mitochondrial damage and higher expression levels of *irg-1*, *irg-2*, and *zip-2* than high MV worms, suggesting that there is a threshold for ZIP-2-mediated *C. elegans* protection in the aging process.

It is notable that the percentage of overlapping genes between the differentially expressed genes in worms with different physical abilities and with different chronological ages is ~27% (Supplementary Figure 2). Our data indicates that, although loss of physical ability is a hallmark of aging, it embraces a fraction of chronological aging.

ZIP-2 is well known as an innate immune signal that protects *C. elegans* against pathogen infection [20, 24]. Here, we found that ZIP-2 activity increases during aging independently of infection and of the master regulator ATFS-1 [25]. Further, CEBP-2, which partners with ZIP-2 to enhance *C. elegans* survival during pathogen infection [26], does not participate in mitochondrial protection during aging, suggesting that ZIP-2 functions differently during aging and pathogen infection. Thus, our work provides new insight into the physiological relevance of ZIP-2.

ZIP-2 is expressed and functions in the intestine (Figure 2C, 2D), yet is necessary to mitigate mitochondrial disintegration in muscle cells during aging. These data imply an indirect mechanism. We propose that ZIP-2 in intestine activates the expression protein that acts in a non-autonomous manner (e.g. [30]) or that ZIP-2 delays aging *C. elegans*, which as a consequence delays mitochondrial disintegration during aging.

We recently reported that ZIP-2 is a mediator of the dietary restriction effects in *C. elegans* [31]. Our current results further show that aging induces endogenous protective responses, via ZIP-2, that help to stabilize physiological homeostasis during the age-associated decline of cellular activities. Thus, ZIP-2 and the age-induced cellular protective systems play important roles in modulating the aging process, and may hold strategies to enhance health span.

## MATERIALS AND METHODS

### Strains

All strains were maintained at 20°C. The following strains were used in this study. N2 wild-type, *zip-2(ok3730)*, *gas-1(fc21)*, *mev-1(kn-1)*, AU133 agIs17 [*myo-2*p::mCherry + *irg-1*p::GFP] IV, PD4251 ccIs4251 [(pSAK2) *myo-3*p::GFP::LacZ::NLS + (pSAK4) *myo-3*p::mitochondrial GFP + *dpy-20*(+)]; *dyp-20(e1282)*, ERT20 jyEx6 [zip-2p::GFP + myo-2p::mCherry], PE255 feIs5 [*sur-5*p::luciferase::GFP + *rol-6(su1006)*], *zip-2(ok3730)*; ccIs4251 [(pSAK2) myo-3p::GFP:: LacZ::NLS + (pSAK4) myo-3p::mitochondrial GFP + dpy-20(+)], *zip-2(ok3730)*; agIs17 [myo-2p::mCherry + irg-1p::GFP] IV, ZC376.7(gk3094); agIs17 [myo-2p::mCherry + irg-1p::GFP] IV, ZC376.7(gk3094); jyEx6 [zip-2::GFP + myo-2p::mCherry], ZC376.7 (gk3094); agIs17 [myo-2p::mCherry + irg-1p::GFP] IV, *daf-2(e1370)*; agIs17 [myo-2p::mCherry + irg-1p::GFP] IV, and *daf-2(e1370)*; ccIs4251 [(pSAK2) myo-3p::GFP::LacZ::NLS + (pSAK4) myo-3p::mitochondrial GFP + dpy-20(+)], VC3201(*atfs-1*(*gk3094*)).

### Microarray and data analysis

The high MV or low MV worms were divided and harvested as described in Supplementary Figure 1A. Total RNA was extracted by using miRNeasy mini kit (Qiagen, Cat No. 217004) and was quantified using NanoDrop 2000 (Thermo Fisher Scientific, NanoDrop Products, Wilmington, DE, USA). RNA integrity was assessed using Agilent Bioanalyzer 2100 (Agilent Technologies, CA, USA). The RNA integrity value of all samples is greater than 9. Sample labeling, microarray hybridization, and washing were performed according to the standard protocols of the manufacturer. The total RNA was transcribed to double-stranded complementary DNA (cDNA), synthesized into complementary RNA (cRNA), and finally labeled with cyanine-3-CTP, and then hybridized onto the Agilent C. elegans (V2) Gene Expression Microarray, 4x44K microarray containing 43,803 probes. After washing, the arrays were scanned using an Agilent Surescan microarray scanner (Agilent Technologies). Feature Extraction software (version 11.5.1.1; Agilent Technologies) was used to analyze the array images and obtain raw data.

Microarray expression data that reported in this paper have been deposited in the NCBI Gene Expression Omnibus (GEO) under accession number GSE99020. https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE99020.

### Statistical analysis of gene expression data

To identify genes that are differentially expressed between high MV and low MV groups, the microarray data were analyzed with following procedure. The log2 value of the measured probe intensities from each microarray dataset was normalized using quantile normalization method [32]. Next, a Gaussian mixture model was applied to determine present probes. Two Gaussian probability density functions are fitted to the distribution of normalized intensities in each sample and the probes with higher intensities than a cutoff, where two Gaussian probability density functions meet, were determined to be present. Then, an integrative statistical hypothesis testing, which was previously reported [33] was conducted to the normalized intensities of each data set. A Student t test and log2 median ratio test were applied to calculate T values and log2 median ratios. Empirical null distribution for T values and log2 median ratios or each data set were estimated using 1000 permutations of samples by Gaussian kernel density estimation method. Adjusted p-values of each gene for the two tests were achieved by two-tailed tests with their corresponding empirical distributions and then two adjusted p-values were merged into combined p-values using Stouffer’s method [34]. Differentially expressed genes (DEGs) of each microarray data set were determined by three criteria (I) present probe; (II) combined p-values (<0.05); and (III) absolute log2 fold-changes (>0.58, 1.5 fold change). To identify age-associated DEGs, we re-analyzed a published time series transcriptome data (GEO accession ID: GSE12290) with previously reported method [23]. The public time series transcriptome data provides less normalized log2 ratio as an expression level of transcripts and median value of expression level for each time point is calculated to obtain median profile from day 4 of adulthood to day 24 of adulthood. To determine DEGs, the difference between log2 value of expression level at day 4 of adulthood and other time points were calculated. The genes with maximum absolute fold-change>2.5 were considered to be differentially expressed. Note that fold-change cutoff as 2.5 is determined by 95 percentile of empirical fold-change distribution which is obtained by random permutations. To address the age-dependent pattern of DEGs, expression patterns were clustered using k-means clustering method (distance measure=correlation, k=40). 40 clusters of DEGs were then classified into ‘up’, ‘down’ and ‘others’ groups using hierarchical clustering method (linkage=complete, distance metric=Euclidean).

### Enrichment analysis of gene ontology

All Gene Ontology Biological Processes (GOBPs) or Cellular Processes (GOCCs) enrichment analysis were performed using DAVID online software [21]. For each GOBP/GOCC, p-value that indicates the significance of enrichment by the group of genes was calculated. GOBPs/GOCCs with p-value<0.05 in at least one group of genes were represented.

### Measurement of worm’s maximum velocity (MV)

MV measurement was performed as previously described [18]. Single worms were transferred to the physical assay plate (NGM with no bacterial lawn) and movements recorded immediately. After recording, the worm was transferred to a fresh NGM plate. The recording period was 30 seconds at a rate of 30 frames per second. The assay conditions were as follows: 20°C and ~40% humidity, with no lid. The recording system comprised a stereomicroscope (Nikon SMZ 745T), a CCD camera (TUCSEN TCH-5.0), and imaging software (TUCSEN ISCapture). Recorded images were analyzed by ImageJ and wrMTrck (plugin for ImageJ: http://www.phage.dk/plugins/). The locomotion velocity data were imported into an Excel spreadsheet. The peak locomotion velocity observed in the 30 second period was used as the MV.

### Qualitative analysis of mitochondrial morphology

Morphological categories were defined as previously described [18]. Mitochondrial images showing a majority of long interconnected mitochondrial networks were classified as tubular, and mitochondrial images showing a majority of short mitochondria were classified as fragmented. Worms were immobilized using 100 mM sodium azide during imaging. For imaging, a microscope equipped with a C-Apochromat 40x/1.20W Korr FCS M27 and a photo-multiplier tube (PMT) are used. Zen 2011software (black edition) was used to acquire fluorescent z stacks of worms (1 μm/slice).

### RNAi experiments

For RNAi experiments, we used the commercial *C. elegans* RNAi feeding libraries generated by Ahringer laboratory (Geneservice Ltd., Cambridge, UK). RNA interference *Escherichia coli* strains were cultured as previously described [35].

### ATP measurement

The amount of ATP production was measured *in vivo* used PE255 strains as described previously [36]. Fluorescence and bioluminescence were measured using a synergy HTX multi-mode reader (BioTek). ATP level was determined by dividing bioluminescence by the respective GFP reading.

### Quantitative-RT PCR

Total RNA was extracted by using miRNeasy mini kit (Qiagen, Cat No. 217004). cDNA was generated by using a reverse transcription system (ImProm-II, Promega, Cat No. A3800) and was used for quantitative PCR. Quantitative real time PCR was performed with SYBR green dye (TOPreal™ qPCR 2X PreMIX, Enzynomics, Cat No. RT500) using CFX96^TM^ Real-time C1000 Touch Thermal cycler (Bio-Rad) and analyzed using ΔΔCt methods described in the manufacturer’s manual. Sequences of primers used for quantitative RT-PCR analysis; *zip-2*-Forward: GTTCTTTCCACAGCTTGTGC, *zip-2*-Reverse: GATGACGAATCGGACGATAC, *irg-1*-Forward: GCTGAAATTCACTTGTAGTGAG, *irg-1*-Reverse: GAGACCATAATTTCAATTGCTC, *irg-2*-Forward: CACCTCATTATTGCATTGTTTC, *irg-2*-Reverse: GTTGTAGACTTTTGAAAGGTTG, *act-3*-Forward: AAGTCATCACCGTCGGAAAC, and *act-3*-Reverse: TTCCTGGGTACATGGTGGTT.

### Assay for accumulation of fluorescent microsphere in intestine

Worms fed Fluoresbrite® YG Carboxylate Microspheres 0.50 μm diameters with heat-killed bacteria for a 1 hour and then the accumulation of fluorescent bead in the intestine was observed using an Eclipse Ni (Nikon).

### Pharyngeal pumping test

The number of contractions in the terminal bulb of pharynx was counted for 10 seconds. The pharyngeal pumping was observed by a SMZ 745T microscope (Nikon) equipped with a 2X lens (G-AL 2x, Nikon).

### Mitochondrial inhibitor test

The concentration of mitochondrial inhibitors used for testing was defined as described previously [37]. Mitochondrial inhibitors were dissolved in DMSO. The final concentration of DMSO for testing was 1% in each experimental condition. For imaging, young adult worms were treated with mitochondrial inhibitors or DMSO were for 6 hr.

## Supplementary Material

Supplementary Figures

Supplementary Table 1

Supplementary Tables 2, 3

How the deposited data were processed for this re-analysis (not part of the article)

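RNA of low MV and high MV worms, 2 samples each, was measured on 4 single-colour Agilent arrays. The authors labelled the RNA, scanned the arrays and deposited, per spot, the intensity after background subtraction by the scanner software, the median brightness of the spot and of its local background, and flags. The deposited table of the whole series holds log2 values, and the authors made it by quantile normalization of the log2 median spot brightness over all 45220 spots, as a rebuild from the scanner files showed to within 5e-09. The integrity value, labelling and scanner settings are those of the paper's methods and were not examined further.

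The log2 of the background-subtracted intensity of the 43803 non-control spots was quantile normalized between the 4 arrays. Between 84.6% and 87.7% of the non-control spots were well above background on each array, and the number of arrays limits the precision. Spots with an outlier flag on any array were left out, spots of 1 probe were averaged, and saturated spots did not occur. Present probes were found with a 2-component Gaussian mixture per array, and a probe was kept if present in both arrays of at least 1 group. Probe names were matched to genes through the RefSeq table of the WBcel235 assembly, for names only, and no coordinates are printed because the array design was annotated on an older assembly. Probes whose name gives no gene were left out, 8019 in all. Where a gene had several present probes, the one with the highest mean over the 4 arrays stood for it.

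Groups were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes), with Benjamini-Hochberg adjustment over the 12886 genes tested, and genes past an adjusted p of 0.05 and an absolute log2 fold change of 0.58 were counted. The methods' t-test and the integrative test of the methods, rebuilt from its description, were run on the same values in Python 3.11.15 with scipy 1.17.1, numpy 2.4.6 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9. With 1 array of a group left out, limma takes the lone array of that group to vary like the other group. The limma step was tested on simulated data for this comparison, with 200 of 12886 genes changed by at least 2-fold. The noise was independent between genes and no normalization was run. It recovered 98.5% of the changed genes with 20 false calls. This checks the limma step alone, and not the normalization, the slides, smaller changes or the larger share of changed genes in the data.

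Gene lists were compared by camera with a preset correlation of 0.01, by camera with an estimated correlation, and by fry. The 21 lists fixed before the data were examined are mitochondrial ribosomal proteins, electron transport chain and ATP synthase, TCA cycle, beta-oxidation, mitochondrial chaperones and proteases, histones, transcription factor families, axon guidance, neurotransmitter synthesis and release, neuropeptides, sperm proteins of the msp family, oocyte and maternal genes, early zygotic genes, cuticle collagens, vitellogenins, body wall muscle, intestine, cytosolic ribosomal proteins, proteasome subunits, C-type lectins and lysozymes, and small heat shock proteins. A further 4 lists, of sperm genes outside the msp family, male-specific genes, molting and furrow cuticle genes and targets of the p38 immune pathway, were written after the data were seen.

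The genes named in the text are 30 that the paper names, namely the 21 mitochondrial genes, zip-2, irg-1, irg-2, act-3, gas-1, mev-1, daf-2, atfs-1 and cebp-2, and the 5 largest rises and 5 largest falls among genes past the threshold whose low MV arrays both lie on the same side of both high MV arrays and whose probe is well above background on all 4 arrays. The genes myo-2, myo-3, dpy-20, sur-5 and rol-6, which the paper names only in the genotypes of its strains, were not among them. This rule, the tests and the alternatives were fixed before the data were examined. The alternatives were scaling to the 75th percentile, normexp background correction with an offset of 50, the deposited log2 table, no filter on dim probes, a filter on spots well above background, the mean of the probes of a gene, a trended and robust variance prior, an unadjusted p, a 2-fold threshold, the methods' t-test with and without adjustment, the integrative test, the replicate number as a block, each array left out in turn, and the other 2 list tests. The normexp alternative was to use the mean spot brightness, which the files do not hold, so the median brightness took its place. Scaling to the spike-in probes, of which 8 of 10 had over 50% of their spots well above background on each array and were used, the probe with the largest fold change of each gene, and the t-test and integrative test on the deposited log2 table were added after the data were seen.

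The slide or scan was to be a block, and that fit is not possible because each group lies on 1 slide and scan of its own. Gene Ontology terms, Supplementary Tables 2 and 3, and the expression data of aged worms were not used here. Supplementary Table 1 was held for its first 1997 of 2166 genes, with 1075 up-regulated and 922 down-regulated genes, and served to set values of the named genes side by side and to find which probe of a gene each listed value comes from.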

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

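The 4 lists of sperm genes outside the msp family, male-specific genes, molting and furrow cuticle genes and p38 targets were written after the data were seen, and the tests of explanations below were written down after their results were seen, apart from that of male-specific genes. The lists of neuropeptides, molting and furrow cuticle genes, maternal transcripts, msp genes, other sperm genes, intestine genes, C-type lectins and lysozymes, and p38 targets lie outside the genes and terms that the paper discusses, and each differed from the other genes by camera at an adjusted p under 0.05. In each case the 2 groups lie on separate slides, so slide, scan and physical ability coincide. The tests of slide differences under other observations covered all genes, or the 1327 DEGs with another present probe, and were not run for these lists. Separate handling of the groups stays open for each list.

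Neuropeptide genes had a median log2 fold change of 0.69 in low MV relative to high MV worms, with 100 of 117 genes higher (camera, adjusted p = 1.89e-07). Molting and furrow cuticle genes had a median of 1.62, with 20 of 22 higher (camera, adjusted p = 1.71e-06). Neuropeptide medians ranged from 0.39 with normexp to 0.86 without high MV replicate 2, and molting medians from 0.62 with normexp to 1.70 without low MV replicate 2, over the alternatives set before the data were examined. Under spike-in scaling they were 0.45 and 1.07. With the estimated correlation neither list passed, with adjusted p of 0.592 and 0.361, and both passed by fry at 0.0337 and 0.00876. Together with the higher histone, transcription factor and axon guidance genes, these could come from embryos or larvae held inside low MV worms. Early embryos stay open. Maternal transcripts had a median of -0.27 in low MV worms, with 19 of 27 lower (camera, adjusted p = 0.0488), but their signal is high in all samples, with a median of 14.57 over the list, so a small share of embryos would not show. That fall did not pass by fry (adjusted p = 0.153) or with the estimated correlation (adjusted p = 0.731), and without high MV replicate 1 the median was -0.06 (camera, adjusted p = 0.341). Early zygotic genes had a median of 0.07, with 11 up-regulated and 3 down-regulated genes, and did not pass by camera (adjusted p = 0.462) but passed by fry (adjusted p = 0.0171). Under spike-in scaling that median was -0.16. Late embryos or larvae stay open as a hypothesis, because the 19 molting and furrow genes whose values had not been seen when the list was written had a median of 1.53, with 17 higher. The same rise would follow if the adults themselves expressed these genes, which was not tested.

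Sperm proteins of the msp family had a median log2 fold change of -2.21, with 24 of 24 genes lower (camera, adjusted p = 0.0043). No msp gene passed the threshold for a single gene, and fry gave an adjusted p of 0.346. The arrays of 1 group differed widely. Median signals over the list were 9.38 and 11.74 in the high MV samples and 9.12 and 7.59 in the low MV samples, and the median over msp genes of the difference of low MV replicate 1 from high MV replicate 1 was -0.10. Both low MV arrays lay below both high MV arrays in 15 of 24 msp genes. With each array left out in turn the median ranged from -3.38 to -0.98, and without high MV replicate 2 the list did not pass (camera, adjusted p = 0.0934). Variation between samples of 1 group is therefore a candidate explanation. Cross-hybridization among the near-identical msp genes stays open as well. Sperm genes outside the family had a median of -0.75, with 22 of 31 lower (camera, adjusted p = 0.0356), but did not pass by fry (adjusted p = 0.095) or with the estimated correlation (adjusted p = 0.441). Their signal, too, was high in high MV replicate 2 alone, at 9.68 against 7.81, 7.71 and 7.57 in the other 3 samples, and without that sample the median was -0.48 and the list did not pass by camera. Males among the high MV worms could not be tested well. Male-specific genes had a median of 0.36 and did not pass by camera (adjusted p = 0.158) but passed by fry (adjusted p = 0.0257). However, only 4 had a present probe and their mean signal of 7.56 is close to the present cutoff of 6.66.

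Intestine genes had a median log2 fold change of -0.48, with 20 of 29 lower (camera, adjusted p = 0.01). C-type lectins and lysozymes had a median of -0.93, with 76 of 95 lower (camera, adjusted p = 1.49e-06), and targets of the p38 immune pathway a median of -3.23, with 11 of 11 lower (camera, adjusted p = 4.85e-05). The p38 list includes lectins and a lysozyme of the other list. The lectin result depended on the filter, with a median of -0.12 and an adjusted p of 0.123 when dim probes were kept. The p38 medians ranged from -3.30 to -2.22 over the alternatives set before the data were examined. With the estimated correlation none of the 3 lists passed, the lowest adjusted p being 0.316, and by fry all 3 passed, at 0.0264, 0.00903 and 0.00876. An immune response in low MV worms that raises p38 targets as well is argued against by the 8 p38 targets whose values had not been seen. They had a median of -2.55 with 8 lower, while irg-1 and irg-2 rose by 1.69 and 1.93. These 8 share a pathway with targets seen before, so their fall is not independent of those. Immune genes outside these lists were not tested. A smaller share of intestinal RNA could lower intestinal genes alike, but the fall of -0.48 over intestine genes is far smaller than that of the p38 targets. A lower activity of the p38 pathway beside a higher activity of ZIP-2 is 1 reading that stays open, and physical ability, food intake and the slide were not separated here.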

How the results depend on the processing

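Spike-in scaling, the probe with the largest fold change, the tests on the deposited log2 table, and the count over other splits of the samples were chosen after the results were seen.

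Over the 11 alternatives set before the data were examined that were run for single genes, 421 of 440 log2 fold changes of the 40 named genes kept their direction and their side of the threshold, 6 fell below the threshold, 10 passed it and 3 changed sign. Those were sdha-1, from 0.29 to -0.31 with the mean of its probes, and clpp-1 and daf-2, which ranged from -0.15 to 0.03 and from -0.19 to 0.57 with each array left out in turn, clpp-1 being at 0.03 and daf-2 at -0.19 without high MV replicate 2. The replicate block and both changes of filter left each of these log2 fold changes as it was, so under them only the adjusted p could move. The mean of probes cannot change a gene with a single present probe. The tally therefore overstates how far the fold changes were tested. The trended and robust prior, the unadjusted p, the 2-fold threshold, the methods' t-test and the integrative test were run for the counts of genes only. Over the 2 added alternatives, 65 of 80 kept both, 1 fell below the threshold, 10 passed it and 4 changed sign. Under spike-in scaling gas-1, mev-1 and daf-2 were at -0.26, -0.33 and -0.12, against 0.36, 0.29 and 0.19. The brightest probe of sdha-1 gave 0.29, and the probe with the largest fold change gave -1.06. The brightest probe stays the one reported, and the cause of the disagreement between its probes was not tested. For the medians of the 21 lists set before, 230 of 273 comparisons over 13 alternatives kept direction and side, 18 no longer passed, 11 newly passed and 14 changed sign. The replicate block, fry and the estimated correlation cannot move a median, only its p. For the 4 added lists, 42 of 52 kept both, 7 no longer passed and 3 newly passed. Over the added alternatives, 32 of 42 comparisons of the 21 lists kept both and 6 changed sign.

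The count of up-regulated genes, 2808, was 1524 with normexp, 4251 with the filter on spots well above background, 1284 at a 2-fold threshold, 803 by the methods' t-test after Benjamini-Hochberg adjustment, and 1008 under spike-in scaling. The count of down-regulated genes, 2194, was 1334, 925 and 765 with normexp, at 2-fold and by the adjusted methods' t-test. These correspond to 22.2%, 17.1% and 12.2% of the genes tested, against 38.8%. The filter on spots well above background tested 18589 genes in place of 12886, and the 2-fold threshold removes smaller changes by construction. The offset of 50 under normexp shrinks the fold changes of dim spots by construction. How much of the lower counts it accounts for, and the cause of the other moves, were not tested. The number of named mitochondrial genes past the threshold, 12, was 4 at 2-fold and otherwise between 10 and 18. With each array left out in turn, up-regulated genes numbered 2742 to 2887, down-regulated genes 2057 to 2358, and named mitochondrial genes 12 to 13, where limma takes the lone array of a group to vary like the other group.

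Of the 21 lists, 9 passed by camera with the preset correlation, 13 by fry and 0 by camera with the correlation estimated from the 4 arrays. With the estimated correlation, mitochondrial ribosomal proteins at -0.44, histones at 0.62, transcription factor families at 0.34 and axon guidance at 0.86 did not pass, each at an adjusted p of 0.592. The estimate rests on 2 residual degrees of freedom. Beta-oxidation passed at -0.22 under scaling to the 75th percentile, at -0.59 under spike-in scaling and at -0.20 by fry. Neurotransmitter genes passed at 0.21 by fry. The electron transport chain list, with a median of 0.04, reversed to -0.11 under scaling to the 75th percentile (camera, adjusted p = 0.0474, against a range of 0.0474 to 0.97 over its alternatives set before). It was also at -0.01 on the deposited log2 table, -0.03 with the mean of probes, -0.49 under spike-in scaling and -0.06 with the probe of the largest fold change. The tricarboxylic acid cycle list, at 0.24, was at -0.03 under scaling to the 75th percentile and -0.40 under spike-in scaling, where neurotransmitter genes were at -0.01, early zygotic genes at -0.16 and cytosolic ribosomal proteins at -0.35. Cuticle collagens, at -0.20, were at 0.11 under scaling to the 75th percentile, 0.11 without a filter on dim probes and 0.12 with the filter on spots well above background. Body wall muscle genes, at -0.12, were at 0.01 on the deposited log2 table. Cytosolic ribosomal proteins, at 0.02, were at -0.01 with normexp and -0.05 on the deposited log2 table. With each array left out in turn, the medians ranged from -0.73 to 0.35 for vitellogenins, at 0.35 without low MV replicate 2, from -0.24 to 0.04 for body wall muscle, and from -0.01 to 0.05 for cytosolic ribosomal proteins. None of these sign changes passed by camera except that of the electron transport chain list under scaling to the 75th percentile, and the causes were not tested.

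The replicate number as a block gave 2836 up-regulated and 2199 down-regulated genes. Deviations of samples with the same number had a correlation of -0.04 across genes, which gives no sign of pairing. Each group gives a single difference between its arrays, so whether the numbers pair the samples stays open. The slide and the scan as a block were not run, because each slide and scan holds 1 group.

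The 4 arrays can be split into pairs in 3 ways, and only the real split, 1 of 3, gave as many genes past the threshold. The other 2 splits gave 0 genes each by limma with adjustment, and 12 and 1 at an unadjusted p under 0.05 and 1.5-fold. With 3 splits this count alone cannot exclude chance. Between 84.6% and 87.7% of the spots were well above background. The log2 fold change of C02E7.6 was 5.03, against 2.36 with normexp.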

Differences from the paper's values

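Spike-in scaling, the probe with the largest fold change and the tests on the deposited log2 table were chosen after the values were seen.

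The paper gives 1075 up-regulated and 1091 down-regulated genes, 10.8% of the genes on the array, and the values here are 2808, 2194 and 24.4%. Of the alternatives set before the data were examined, normexp with 1524, 1334 and 14.0%, the 2-fold threshold with 1284, 925 and 10.8%, and the methods' t-test after Benjamini-Hochberg adjustment with 803, 765 and 7.66% lie within 1.5 times the paper's values, and the others do not. The normexp offset shrinks changes of dim spots and the 2-fold threshold removes smaller changes. Nearness to the paper's counts therefore does not show how those arose. The integrative test rebuilt from the methods gave 2263 and 1908 genes, or 20.4%. On the deposited log2 table, in a test chosen after seeing the values, it gave 2404 and 2086. Spike-in scaling, chosen after seeing the values, comes within 1.5 times for the up-regulated genes, with 1008, but not for the down-regulated genes, with 2754.

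Supplementary Table 1 was held for the first 1997 of 2166 genes. It holds 31 of the genes named here, and 22 of their log2 fold changes differ from the paper's by more than the spread between replicates. All are log2 fold changes of low MV over high MV worms. For the genes in the next 2 sentences, the deposited log2 table, an alternative set before the data were examined, closes the gap. The paper's values and those here are 4.58 and 4.88 for C27H5.6, -3.69 and -4.96 for F01D5.2, -4.42 and -5.18 for F01D5.3, -3.73 and -4.72 for F55G11.2, 2.89 and 3.93 for col-74, 3.09 and 3.79 for cut-2, and 1.44 and 1.69 for irg-1. Among the mitochondrial genes they are -2.28 and -1.73 for acdh-1, -0.64 and -0.52 for acdh-13, -0.75 and -0.92 for atad-3, -1.502 and -1.75 for idhg-2, -0.85 and -0.79 for mrpl-20, -0.60 and -0.53 for mrps-9, and -1.085 and -0.98 for sucg-1. Scaling to the 75th percentile also closes the gap for F55G11.2, acdh-1 and idhg-2, and normexp for acdh-1 and mrpl-20. Leaving out 1 array does so for C27H5.6, F01D5.3, F55G11.2, atad-3, col-74, cut-2, mrpl-20 and sucg-1. Spike-in scaling, chosen after seeing the values, brings C27H5.6, acdh-1 and irg-1 within the spread between replicates, which is wider under it. It moves acdh-13 to -0.96 and idhg-2 to -1.90, farther from the paper's values, and these lie within the spread only because it rises from 0.03 to 0.32 and from 0.12 to 0.42. The probe with the largest fold change, also chosen then, closes the gap for acdh-1.

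For the remaining genes no alternative set before the data were examined closes the gap. The paper's values and those here are -0.77 and -0.50 for asb-1, -1.46 and -0.65 for bcs-1, -1.11 and -0.06 for clpp-1, -1.07 and -0.56 for mrpl-28, -0.68 and -0.26 for mrps-14, -0.74 and -0.04 for mrps-18C, -1.11 and -0.11 for ZK1128.1, and -0.85 and 0.29 for sdha-1. The probe with the largest fold change, chosen after seeing the values, closes it for bcs-1, clpp-1, mrpl-28 and mrps-18C. Spike-in scaling, chosen after seeing the values, brings asb-1, bcs-1, mrpl-28, mrps-14 and mrps-18C within its wider spread. For ZK1128.1 and sdha-1 neither does. In a comparison chosen after seeing the values, the paper's -1.11 for ZK1128.1 and -0.85 for sdha-1 are the values of another probe of the same gene on the deposited log2 table. On the values used here those probes gave -1.03 and -1.06. The paper's values of asb-1, bcs-1, clpp-1, mrpl-28 and mrps-18C, and of acdh-1 and atad-3, are likewise those of another probe of the gene on that table, and that of mrps-14 is the value of a probe not assigned to the gene here.

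The paper lists 21 mitochondrial genes as down-regulated. By the brightest probe 20 of 21 were lower and 12 passed the threshold. Of the other 9, asb-1, acdh-13, mrpl-28 and mrps-9 pass under scaling to the 75th percentile, asb-1, acdh-13 and mrps-9 also on the deposited log2 table, asb-1 also with normexp, and mrpl-28 also with the mean of its probes and without high MV replicate 1. With the probe of the largest fold change, chosen after seeing the values, asb-1, sdha-1, ZK1128.1, clpp-1, mrpl-28 and mrps-18C pass, and under spike-in scaling, chosen after seeing the values, asb-1, acdh-13, mrpl-28, mrps-9 and mrps-14 do. The direction of sdha-1 here is opposite to the paper's by the brightest probe, at 0.29, which did not pass (limma, adjusted p = 0.145). With each array left out in turn that value ranged from 0.10 to 0.49, and the mean of its probes gave -0.31. The paper names neurotransmitter regulation among the up-regulated processes, and the neurotransmitter list here had a median of 0.21 that did not pass by camera (adjusted p = 0.204) and passed by fry (adjusted p = 0.0171).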

Other observations

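The tests of spike-in probes, of scaling, of other probes of 1 gene and of the probe listed in Supplementary Table 1 were chosen after the results were seen.

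Of the genes tested, 38.8% differed by over 1.5-fold between low MV and high MV worms, and 4 technical explanations were weighed. A difference between the slides or scans that depends on brightness is argued against by the spike-in probes, whose targets were added to every sample. Of 10 such probes, the 8 with most of their spots well above background on each array were used, each averaged over 32 spots. Before any scaling, their differences between the groups had a standard deviation of 0.143, against 0.869 for genes and 0.519 to 1.20 within 10 equal groups of genes by signal. After quantile normalization these differences ranged from -0.32 to 0.67, so shifts of that size from the scaling are not excluded. Faulty or cross-hybridizing single probes, or a difference between the slides that varies from probe to probe, as the main source are argued against by the other probes of the genes that passed. Of 3350 such probes of 1327 genes, 3260, or 97.3%, moved the same way, 76% passed the threshold the same way and 0.448% passed it the opposite way. Separate handling of the groups before hybridization cannot be told apart from physical ability, because 0 slides hold both groups.

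Of the genes past the threshold, 56.1% were up-regulated. Whether quantile normalization, or any scaling of an array on the signal of its own genes, sets this balance stays open. Scaling to the 75th percentile gave 57%, but it centres each array on its own genes as quantile normalization does, so it does not decide between them. Under spike-in scaling, which does not centre the arrays on their genes, 26.8% were up-regulated. The spike-in means differed by 0.24 between the groups but by 0.33 between the high MV samples, so these probes do not decide it. Quantile normalization also shifted the spike-in probes apart, with low MV over high MV differences from -0.32 to 0.67 after it and from -0.08 to 0.42 before.

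Some mitochondrial genes named by the paper did not change by their brightest probe, and the choice among probes is a candidate explanation. In the part of Supplementary Table 1 that was held, 709 of the genes have several present probes, and for 642, or 90.6%, the paper's value is that of the probe with the largest fold change, to within 0.001, and for 42% it is that of the brightest probe. A table that lists only probes past a threshold would favour such probes by itself, so the rule the authors used stays open. Of the 9 named mitochondrial genes in that part that did not pass here, the paper's value is that of another probe of the gene for 6, and for mrps-14 that of a probe not assigned to the gene here.

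The gene act-3, the reference of the paper's quantitative PCR, had a log2 fold change of 0.66 (limma, SE 0.11, adjusted p = 0.00535) on the arrays. It ranged from 0.41 to 0.76 over the alternatives set before the data were examined and was 0.20 under spike-in scaling. Of its 7 probes 2 passed the threshold. Actin genes are near-identical, so the probes are not independent of the other actins. Among other genes the paper names, atfs-1 had a log2 fold change of -0.40, gas-1 0.36, mev-1 0.29, daf-2 0.19 and cebp-2 -0.14, and none passed the threshold. Under spike-in scaling gas-1, mev-1 and daf-2 were at -0.26, -0.33 and -0.12, where the median of all genes was -0.35.

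Cuticle collagens moved apart, with 25 genes up-regulated and 33 down-regulated out of 92. Their median was -0.20 (camera, adjusted p = 0.179), and 0.11 under scaling to the 75th percentile. With each array left out in turn it ranged from -0.42 to -0.05. Of the other lists, small heat shock proteins had a median log2 fold change of 0.78 (camera, adjusted p = 0.179), mitochondrial chaperones and proteases -0.13 (0.389), vitellogenins -0.19 (0.517), body wall muscle genes -0.12 (0.462), proteasome subunits -0.15 (0.173) and cytosolic ribosomal proteins 0.02 (0.908). By fry, small heat shock proteins passed at an adjusted p of 0.0181, and mitochondrial chaperones and proteases and proteasome subunits at 0.0337 each. Over the alternatives set before the data were examined, the adjusted p by camera ranged from 0.123 to 0.309 for small heat shock proteins, 0.0634 to 0.554 for the chaperones, 0.00106 to 0.309 for the proteasome, 0.00207 to 0.601 for the collagens, 0.00745 to 0.642 for vitellogenins, 0.0393 to 0.58 for muscle and 0.418 to 0.98 for cytosolic ribosomal proteins. The median of the cytosolic ribosomal list is above 0 while camera places it below the other genes.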
